A study of Mus musculus with 8 samples. Its data were reported in "Identification of immune-related genes and small-molecule drugs in hypertension-induced left ventricular hypertrophy based on machine learning algorithms and molecular docking" (2024).

How the data were processed

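RNA-seq was carried out on left ventricles of 8 male mice, 4 infused for 7 days with saline (control) and 4 infused for 7 days with angiotensin II (ANG II, a peptide that raises blood pressure) at 1500 ng/kg/min through a pump under the skin. Per the labels, the hearts were flushed with saline before the ventricles were taken, and messenger RNA was enriched on oligo(dT) beads before library construction. Samples were assigned to groups from their treatment labels and are named by group and replicate number.

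For these 8 libraries, the authors deposited a single table of FPKM values (fragment counts scaled by transcript length and by the mapped fragments of the library), with 1 column per library and no pooling. The paper names a further deposit of RNA-seq data, which was not used here. The aligner, the counting tool, the genome build, the annotation release and the use of strand were not stated, and the study names limma and edgeR for its comparison. The table held 55679 genes, of which 27083 were at 0 in all 8 libraries and 278 were newly assembled genes without a name. Gene positions and transcript sequences were taken from GENCODE M21 (GRCm38), in which 55141 of the gene IDs were found. The deposited values were used as they stood, and no column of the table was left out.

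The number of fragments behind the deposited FPKM values was read from their steps. Low values multiplied by the mean transcript length in GENCODE M21 fell on whole multiples of 1 step per library. Among values under 60 fragments, 99.2% were whole for genes with 1 exon and 92.9% for genes with several exons. The step gave 14455654 to 16564828 fragments per library. A count of 3 fragments was taken as the floor that a value of 0 allows. Intervals and floors cover counting error only, since the libraries carried no molecular identifiers.

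The main comparison used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend) on log2(FPKM + 1), with all 8 libraries, no covariate and no replicate block. Genes with a mean of at least 0.1 FPKM were tested, which left 19364 genes. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called when its adjusted p-value was under 0.05 and its absolute log2 fold change above 0.5. The study names these 2 thresholds without the base of the logarithm, and base 2 was a choice of this work. Fold changes are on the log2(FPKM + 1) scale and understate the change of genes with low values. The study stated neither a pseudocount nor a filter, so both were choices of this work. In a test on simulated data with 200 genes changed 3-fold among 19086 and a dispersion of 0.05, limma called 188 of the changed genes in the right direction and 9 unchanged genes, and it called 0 genes when none was changed. The changed genes were drawn from those at 1 FPKM or more, and as many were raised as lowered. Recovery of smaller changes, near the fold change threshold, was not simulated. Neither were changes of genes under 1 FPKM, nor changes mostly in 1 direction as found in these data.

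Gene lists were compared with camera (limma, preset inter-gene correlation of 0.01), adjusted over the 16 sets of cell types and pathways, and separately over 7 sets that check for handling and admixture (immediate early, circadian, atrial, adipocyte, erythroid, skeletal muscle and mesothelial genes). Genes that tell the sexes apart were read as values only. The study's own lists of 6 hub genes, 15 candidate genes and 26 marker genes were counted by calls. Single values were compared by an exact two-sided permutation test over all 70 allocations of 8 libraries, whose smallest possible p-value is 0.0286 for 4 against 4, and by the area under the receiver operating characteristic curve over the 16 pairs of libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for these steps.

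The text names the genes of the study's lists, up to 3 called members of each set with the largest absolute log2 fold change, and, among called genes whose groups did not overlap and with a group mean of at least 1 FPKM, the 5 with the highest and the 5 with the lowest log2 fold change, passing over names that hold only an ID. Some genes that the rule picks are not reported here singly; no others take their place, and counts over all genes, over the study's lists and over sets keep them. Genes named outside this rule are marked as chosen after their values were seen. For each named gene, the share of its 50-base words found in transcripts of other genes, and the share of its exons covered by other genes, were computed.

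Alternatives changed 1 choice at a time: the pseudocount (0.1), the filter (none, or a mean of at least 1 FPKM), the scaling of the libraries (median of ratios, quantile, a common total, or removal of mitochondrially encoded genes and the 10 genes with the highest mean), the variance trend, the replicate number as a block, the fold change threshold, the set test (camera with an estimated correlation, or fry), and each library left out in turn. A further 3 were chosen after the data had been seen: voom on the recovered fragments, removal of trends with GC content and length by lowess with a span of 0.3, and a term for a split of the libraries found at ribosomal RNA genes. The estimated correlation and fry were also applied to the 7 check sets after their values had been seen. GC content and length were known for 98.5% of the tested genes.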

Results

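The study asked which genes change in the left ventricle when blood pressure is raised by ANG II. Gene expression was measured as FPKM in 4 control and 4 ANG II libraries. The control libraries held 15229775 ± 962715 fragments (SD, n = 4) and the ANG II libraries 15550530 ± 475088 (SD, n = 4), a difference within the spread (exact two-sided permutation test, p = 0.629). More genes reached 1 FPKM in ANG II (13241.5 ± 79.96, SD, n = 4) than in control (12540.5 ± 152, SD, n = 4). Mitochondrially encoded genes took 26.5 ± 0.307% of the fragments in control and 19.96 ± 1.24% in ANG II (SD, n = 4 each; exact two-sided permutation test, p = 0.0286, the smallest possible). This share may be an undercount. In control 1, mt-Co2, mt-Co3 and mt-Atp6, chosen after their values were seen, were at 151.5, 246.2 and 66.03 FPKM, against 82620 FPKM for mt-Co1. Why these values were so low was not tested. Between libraries of 1 group, the correlation of log2(FPKM + 1) across genes ranged from 0.988 to 0.99, and between groups from 0.97 to 0.977; these are across genes, which are not independent replicates. No 2 libraries were alike within sampling noise, with a chi-square per gene of at least 7.46 over the recovered fragments. The Y-linked gene Ddx3y was at 39.5 to 48.3 FPKM in all 8 libraries and the X-inactivation transcript Xist at no more than 0.105 FPKM.

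The first comparison asked how far the groups separate. Principal component 1 of log2(FPKM + 1) carried 57.6% of the variance and component 2 carried 8.49%. On component 1 the control libraries lay between -35.57 and -27.33 and the ANG II libraries between 29.46 and 36.6. The alternative that moved the share most was a pseudocount of 0.1, which gave 37.7%, and component 1 still parted the groups.

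**Figure D1:**
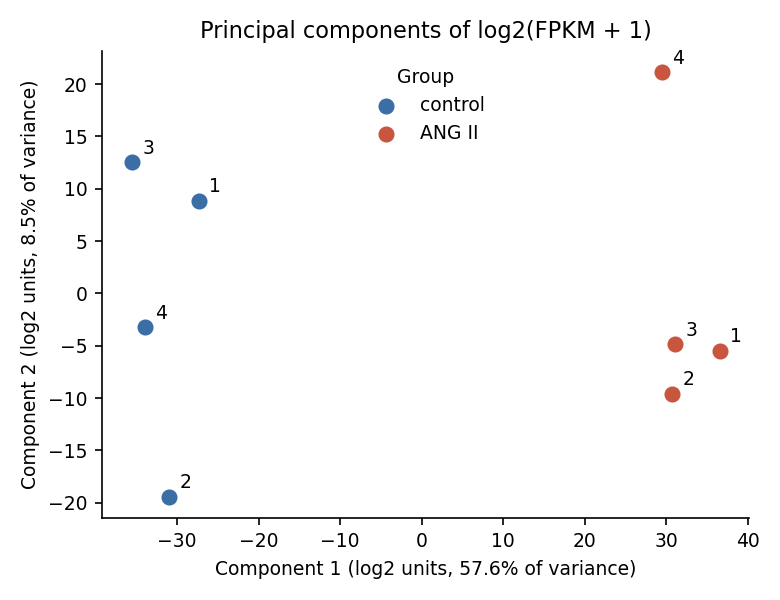
Principal components 1 and 2 of log2(FPKM + 1) over the 19364 tested genes, 1 point per library with its replicate number, in log2 units. All 4 ANG II libraries lie at 29.46 or more on component 1 and all 4 control libraries at -27.33 or less.

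The second comparison asked which genes changed. Of 19364 genes tested, 6447 had an adjusted p-value under 0.05 by limma with Benjamini-Hochberg adjustment, and 2981 also passed the fold change threshold. Of the 2981 called genes, 2708 were higher and 273 lower in ANG II. Higher calls thus made up 90.8% of all calls (Wilson 95% interval 89.8 to 91.8%). The interval treats genes as independent and covers neither the spread between animals nor the choice of scaling. Groups did not overlap at 6535 of the tested genes, or 33.8%, where chance gives 2.86%, and at 2746 of the called genes. For the genes changed between ANG II and control, the alternatives that moved the count most were those of the threshold: 795 genes were called above an absolute log2 fold change of 1, against the 6447 and 6535 genes given above.

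The direction of the calls depended on how the libraries were scaled. With the values as deposited, the median log2 fold change over all tested genes was 0.15. Median-of-ratios scaling brought that median to 0.0042 and gave 1671 higher and 803 lower calls, a share of 67.5% higher. Quantile normalization gave 1413 higher and 986 lower calls, or 58.9% higher. Fold changes printed below are as deposited, and values relative to the median of all genes are given where a direction rests on them.

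**Figure D2:**
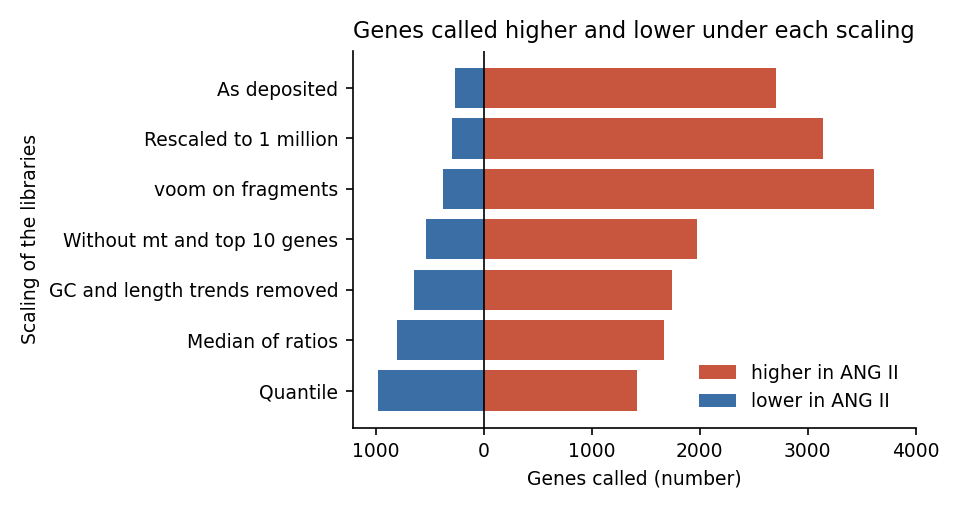
Number of genes called higher (right) and lower (left) in ANG II than in control under 7 scalings of the libraries. Higher calls outnumber lower calls under each of them, from 91.3% after rescaling to a common total to 58.9% after quantile normalization.

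Among the called genes whose groups did not overlap, the highest fold change was that of Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121, GRCm38), a secreted protein of the extracellular matrix. It was at 0.187 ± 0.0841 FPKM in control and 33.2 ± 7.18 FPKM in ANG II (SD, n = 4 each). Its 4 control libraries held 1 to 3 fragments each, at or under the floor, so the ANG II mean was at least 137-fold higher than a control level of 3 fragments. Also among the highest were Postn with a log2 fold change of 4.30 (SE 0.196), Timp1 with 3.99 (SE 0.256) and Thbs4 with 3.98 (SE 0.339), with adjusted p-values from 2.01e-06 to 3.71e-05 by limma with Benjamini-Hochberg adjustment. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 33.2 ± 8.28 to 667 ± 141 FPKM (SD, n = 4 each).

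The lowest fold change was that of Ces1d (ENSMUSG00000056973, chromosome 8, 93166068 to 93197838, GRCm38), a carboxylesterase, with 138 ± 5.997 FPKM in control and 36.1 ± 11.2 FPKM in ANG II (SD, n = 4 each) and a log2 fold change of -1.96 (SE 0.193, limma adjusted p = 8.02e-05 after Benjamini-Hochberg adjustment). Epha4 followed with -1.34 (SE 0.141), Tmem82 with -1.27 (SE 0.254), Pla2g5 with -1.27 (SE 0.127) and Lrrc15 with -1.21 (SE 0.138). Tmem82 is uncertain, since 20.3% of its 50-base words also occur in transcripts of other genes and 23.7% of its exon length lies under a gene of the opposite strand.

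The study's central result is a set of 6 hub genes, taken as markers of left ventricular hypertrophy. All 6 were called and higher in ANG II, with no overlap between the groups, an area under the curve of 1 over the 16 pairs of libraries, and an exact two-sided permutation p of 0.0286 each (n = 4 and n = 4), the smallest possible. Adjusted over the 6 genes, these exact p-values stayed at 0.0286. All 6 were also past an adjusted p-value of 0.05 when limma's p-values were adjusted over the list alone. The study chose the list on libraries that probably include these, so neither count is independent evidence. Of all tested genes, 5555 separated the groups as fully with higher values in ANG II and 980 with lower values.

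C1qtnf6 (ENSMUSG00000022440, chromosome 15, 78523346 to 78531416, GRCm38) was at 6.56 ± 1.92 FPKM in control and 33.9 ± 1.604 FPKM in ANG II (SD, n = 4 each), a log2 fold change of 2.23 (SE 0.142, limma adjusted p = 7.63e-06 after Benjamini-Hochberg adjustment). Ankrd1 (ENSMUSG00000024803, chromosome 19, 36111961 to 36120099) was the most abundant, at 582 ± 61.04 FPKM in control and 1685 ± 233 FPKM in ANG II (SD, n = 4 each), with a log2 fold change of 1.53 (SE 0.110). Fcgr3 (ENSMUSG00000059498, chromosome 1, 171051174 to 171064935) rose from 16.9 ± 2.22 to 40.4 ± 6.62 FPKM (SD, n = 4 each), by 1.21 on the log2 scale (SE 0.128), and 9.58% of its 50-base words also occur in transcripts of other genes, most of them of Fcgr2b. The other hub genes were near the lower end of the measured range. Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743) went from 0.499 ± 0.0611 to 2.37 ± 0.955 FPKM, Cdca3 (ENSMUSG00000023505, chromosome 6, 124829547 to 124833701) from 0.765 ± 0.621 to 3.05 ± 0.777 FPKM, and Nuf2 (ENSMUSG00000026683, chromosome 1, 169497934 to 169531464) from 0.666 ± 0.332 to 2.67 ± 1.006 FPKM (SD, n = 4 each). Their control values rested on as few as 14 fragments for Birc5, 6 for Cdca3 and 10 for Nuf2. Relative to the median of all genes, the hub genes rose by 0.96 for Nuf2 to 2.09 for C1qtnf6 on the log2 scale, and ranked from 66 to 586 among the 2981 calls by fold change.

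**Figure D3:**
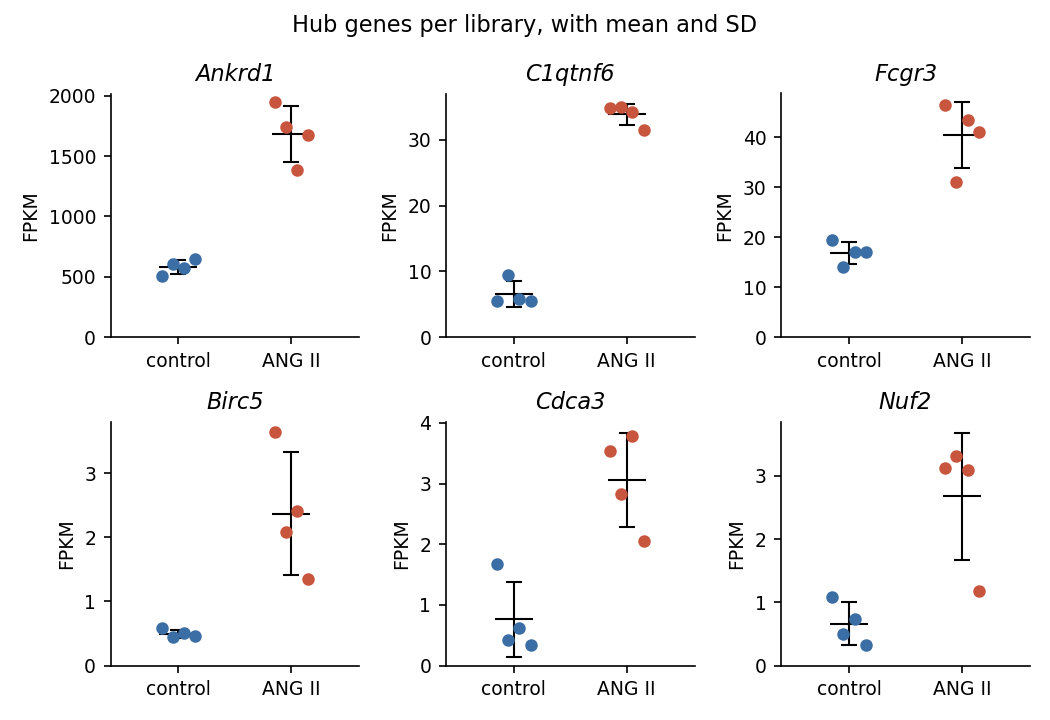
FPKM of the 6 hub genes in each library (points), with the group mean and SD (black) of 4 control and 4 ANG II libraries; each axis starts at 0. In each gene, all 4 ANG II libraries lie above all 4 control libraries.

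The study narrowed 15 candidate genes to the hub genes. All 15 were called and higher in ANG II, with log2 fold changes from 1.04 to 2.23, and all 15 stayed past the adjusted p-value of 0.05 when adjusted over the list alone. The groups overlapped only at Kif22 (1.73 ± 0.713 FPKM in control and 4.73 ± 1.92 FPKM in ANG II, SD, n = 4 each), whose exact two-sided permutation p was 0.0571. Kif22 lost its call under quantile normalization (limma adjusted p = 0.0697) and without ANG II library 1 (0.0547) or ANG II library 2 (0.0533), and with the split of the libraries described below as a term (0.194). Ccnb1 is uncertain, since 23.4% of its 50-base words are shared, most of them with Ccnb1-ps. So are Uchl1 and Ccna2, with 12.6% and 11.4% of words shared and 18.1% and 12.5% of their exon length under a gene of the opposite strand.

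Marker genes that the study examined one by one, by comparison between groups or by correlation with the hub genes, covered immune stimulators, transcription factors, signalling pathways and hypertrophy. Of 26 such genes, 25 were tested and 15 were called, all higher in ANG II. By limma with Benjamini-Hochberg adjustment, 19 had an adjusted p-value under 0.05 over all genes tested and 21 when adjusted over the list alone, which is not independent evidence for the reason given above. Groups did not overlap at 20 of the 25. Foxa1 was listed at 0 in all libraries but 1, which held 1 fragment, and was not tested.

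Of the hypertrophy markers, Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079, GRCm38) rose from 8.61 ± 1.86 to 141 ± 22.9 FPKM (SD, n = 4 each), by 3.89 on the log2 scale (SE 0.152, limma adjusted p = 1.21e-06 after Benjamini-Hochberg adjustment). Its value is uncertain, since 61.5% of its exon length lies under a gene of the opposite strand and the use of strand was not stated. Myh7 rose from 47.4 ± 8.58 to 649 ± 290 FPKM (SD, n = 4 each), and 20.04% of its 50-base words are shared, most of them with Myh6. Nppb rose from 374 ± 187 to 610 ± 26.95 FPKM (SD, n = 4 each) with no overlap, but was not called (limma adjusted p = 0.0886 after Benjamini-Hochberg adjustment). It was called without control 1, with an adjusted p of 0.0343, and with voom on the recovered fragments, with 0.0375, while over all alternatives its adjusted p ranged up to 0.601. Acta2 (adjusted p = 0.385 by limma) and Myh11 (0.819) did not differ beyond their spread.

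Among immune stimulators and transcription factors, Il6, Cd276, Cxcr4, Cd80, Spi1 and Polr2a were called. The highest log2 fold changes were 1.52 for Spi1 (SE 0.116) and 1.16 for Cxcr4 (SE 0.234). Il6 was near the floor in control, with 0 to 4 fragments per library. Its log2 fold change was 0.98 as reported and 2.98 with a pseudocount of 0.1, so its place in this order depends on the pseudocount. Cd27 was not called (limma adjusted p = 0.0873), nor was Ep300, with a log2 fold change of 0.08. Among pathway markers, Tgfb1, Tgfb2, Tgfb3, Jak3, Birc3, Tyk2 and Icam1 were called, Tgfb3 with the highest log2 fold change, 1.71 (SE 0.129). Stat3, Nfkb1 and Smad1 passed the adjusted p-value but not the fold change threshold, at log2 fold changes of 0.47, 0.41 and 0.48. Polr2a, Cd80, Jak3, Birc3, Tyk2 and Icam1 lost their calls under median-of-ratios scaling and under quantile normalization, which left 9 marker genes called in each case. Icam1 is uncertain, with 13.1% of its 50-base words shared and 11.7% of its exon length under a gene of the opposite strand, and such a gene also covers 11.4% of Cd276 and 12.4% of Tgfb3.

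Gene sets were compared to ask which cell types and pathways the changes touch. Of 16 sets, 9 passed an adjusted p-value of 0.05 in camera. The choice of set test moved this count most. With an estimated inter-gene correlation 0 sets passed, the lowest adjusted p-value being 0.0818, and with fry 15 sets passed, all but interferon response. The 9 calls held under fry and none held under the estimated correlation. Fry asks whether a set changes at all, while camera asks whether it changes more than other genes. Since 6447 of the 19364 tested genes had an adjusted p-value under 0.05, holding under fry adds little.

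Among the 16 sets, extracellular matrix genes rose most, with a median log2 fold change of 2.25 and 45 of 46 genes called higher (camera adjusted p = 1.55e-29 with limma). Relative to the median of all genes, this set rose by 2.10. The mitosis set, which leaves out the study's own candidates, rose by 1.13 relative to all genes (43 of 46 genes called higher, adjusted p = 1.07e-11) and the macrophage set by 1.26 (21 of 22 called higher, adjusted p = 2.74e-13). With voom on the recovered fragments, the mitosis set rose by 2.00 and the macrophage set by 1.28 relative to all genes. Macrophage genes with the largest changes were Lgals3, Ms4a7 and Ctss, with log2 fold changes of 2.95, 2.59 and 2.00. In the fibroblast set 16 of 20 genes were called higher (0.77 relative to all genes, adjusted p = 3.83e-07), Mfap4, Mfap5 and Fstl1 with the largest changes, whereas its most abundant member in control, Gsn, had a log2 fold change of -0.50. The TGF-β set rose by 0.59 (17 of 28 called higher, adjusted p = 2.08e-07) and the NF-κB set by 0.47 (12 of 25 called higher, adjusted p = 0.00102) relative to all genes. Ltbp2 and Thbs1 were among the genes with the largest changes in the TGF-β set, as were Il1b, Vcam1 and Traf1 in the NF-κB set. Il1b overlapped between the groups (exact two-sided permutation p = 0.0857) and lost its call in 12 of 20 alternatives. As deposited, every ANG II library scored above every control library for these 6 sets (exact two-sided permutation p = 0.0286 each, the smallest possible, n = 4 and n = 4, and 0.0381 when adjusted over the 16 sets). The same held for the B cell, neutrophil, endothelial, smooth muscle and JAK-STAT sets, which did not pass in camera. Relative to all genes, the neutrophil and JAK-STAT scores still differed (adjusted exact p = 0.0416 each), while those of B cells (0.6), endothelial cells (0.424) and smooth muscle (0.316) did not.

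The 3 sets that fell were fatty acid oxidation, by -0.52 relative to all genes (3 of 29 genes called lower, Acaa2, Ech1 and Hadh, camera adjusted p = 3.42e-19), oxidative phosphorylation, by -0.42 (1 of 32 called lower, Cox7a1, adjusted p = 3.01e-16), and sarcomere, by -0.28 (2 of 22 called lower and 2 higher, adjusted p = 3.73e-06). Within the sarcomere set Tnni3 fell, with a log2 fold change of -0.58, while Des and Tcap rose, with 0.92 and 0.56. Tcap lost its call in 7 of 20 alternatives. At Cox7a1 the groups overlapped (exact two-sided permutation p = 0.0571). Under quantile normalization the sarcomere set stood at -0.0071 relative to all genes and did not pass (adjusted p = 0.589). As deposited, all 4 ANG II libraries scored below all controls for fatty acid oxidation, but only 3 of 4 did for oxidative phosphorylation and for sarcomere (exact two-sided permutation p = 0.0571 each, n = 4 and n = 4). Relative to all genes, the exact p was 0.0286 for each of the 3 sets, and 0.0416 when adjusted.

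The other sets did not pass. Adjusted p-values from camera were 0.0762 for T cells, 0.0783 for neutrophils, 0.0844 for JAK-STAT signalling, 0.339 for endothelial cells, 0.514 for B cells, 0.514 for smooth muscle and pericytes, and 0.964 for the interferon response. Of these, the T cell and neutrophil sets passed under both median-of-ratios scaling (0.00185 and 0.00603) and quantile normalization (0.00181 and 0.00855), as they did without mitochondrially encoded and top 10 genes (0.0081 and 0.0157) and with GC content and length trends removed (0.0101 and 0.0219). With no filter the T cell set (0.0193) and JAK-STAT signalling (0.0122) passed, and the latter also under quantile normalization (0.0207). With 1 library left out, the T cell set passed without control 1 (0.00249) or ANG II 2 (0.0104), the neutrophil set without ANG II 1 (0.0233), JAK-STAT signalling without control 4 (0.0448), and the interferon response without control 4 (0.00158). Over all alternatives the adjusted p-values ranged from 0.00181 to 0.653 for T cells, 0.00173 to 0.375 for neutrophils, 2.26e-04 to 0.513 for JAK-STAT signalling and 0.00158 to 0.991 for the interferon response. Many T cell, B cell and neutrophil genes were near the floor, and only 3 of 18, 1 of 12 and 4 of 10 tested genes reached a mean of 1 FPKM in control. Relative to all genes, the T cell, B cell and neutrophil medians were 0.42, 0.06 and 0.27 as reported. With voom on the recovered fragments they were 1.38, 0.46 and 1.57. Single called genes in these sets included Ccl5, Nkg7 and Lck for T cells, Cd22 for B cells, S100a8, S100a9 and Csf3r for neutrophils, Socs3, Csf2rb and Il4ra for JAK-STAT signalling, and Cxcl10 and Mx1 for the interferon response. Mx1 overlapped between the groups (exact two-sided permutation p = 0.114) and lost its call in 14 of 20 alternatives. Ccl5, Nkg7 and S100a9 also overlapped (exact two-sided permutation p = 0.0571 each). Calls were lost in 3 of 20 alternatives for Nkg7, 2 for Lck and 1 each for Ccl5 and S100a9. Plvap, Sox17 and Vwf were called higher among endothelial genes, and Cnn1, Cspg4 and Pdgfrb among those of smooth muscle and pericytes. Each of them lost its call in at least 1 of 20 alternatives, Vwf in 5 and Pdgfrb in 4. Csf2rb is uncertain, with 12.3% of its 50-base words shared with transcripts of other genes, most of them of Csf2rb2, as are Sox17, with 14.99% shared and 16.9% of its exon length under a gene of the opposite strand, and Csf3r, with 10.8% shared.

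**Figure D4:**
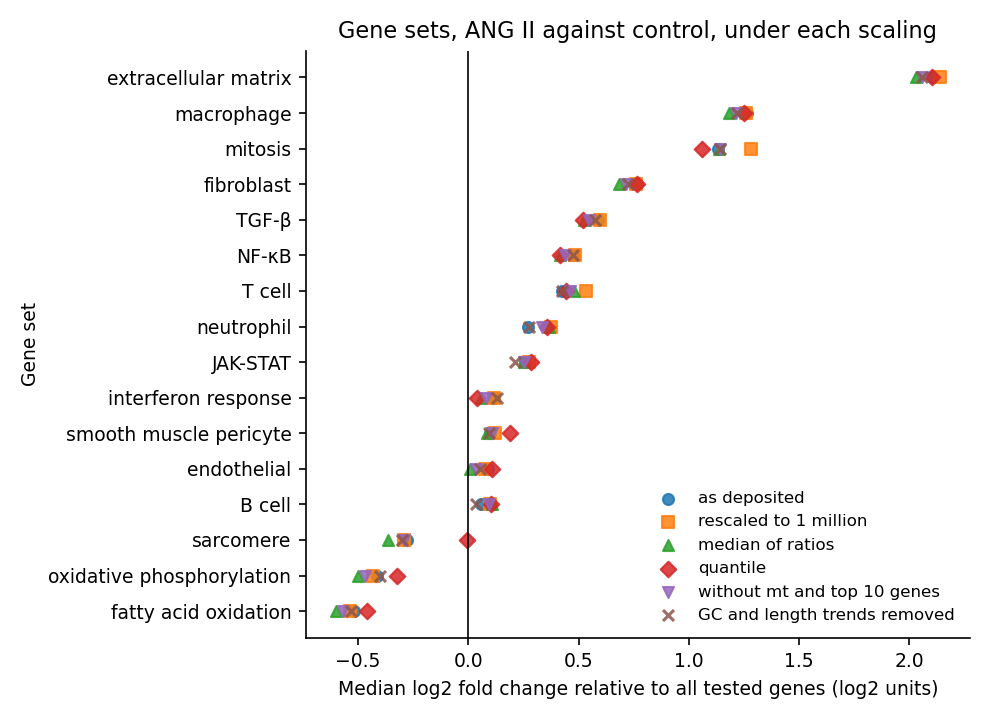
Median log2 fold change of each of the 16 sets relative to the median of all tested genes, in log2 units, under 6 scalings of the libraries (symbols). The order at both ends is kept, from extracellular matrix at 2.10 to fatty acid oxidation at -0.52 as deposited, while the sarcomere set moves to -0.0071 after quantile normalization.

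The study correlated its hub genes with macrophage and fibroblast scores over its samples. Here the 4 ANG II libraries lay above the 4 control libraries in both scores, in separate clusters of 4 libraries each. The macrophage score was 3.28 ± 0.112 in control and 4.73 ± 0.172 in ANG II (SD, n = 4 each). Because of these clusters, no pooled correlation is given. The relation within the groups was not tested.

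Of the 7 sets that check for handling and admixture, only the erythroid set passed in camera (adjusted p = 0.0348, 7 of 8 genes called higher). It did not pass with a mean of at least 1 FPKM (0.142), with an estimated correlation (0.848) or without control 2, control 3, control 4 or ANG II 3 (0.0628 to 0.111). Summed FPKM of the 4 haemoglobin genes was 480.5, 95.3, 110.3 and 159.8 in the control libraries and 958.7, 2039, 1302 and 570.9 in the ANG II libraries. Adjusted p-values were 0.535 for the atrial set, 0.535 for skeletal muscle, 0.533 for mesothelial, 0.616 for adipocyte, 0.748 for immediate early and 0.748 for circadian genes. The circadian list mixes genes that moved in opposite directions (7 called higher and 3 lower), which partly cancel in camera. Its p-value thus cannot exclude a different time of day at collection. The atrial set passed under quantile normalization (0.0355) and with the split of the libraries described below as a term (0.0249). Its genes Myl4, Myl7 and Sln, chosen after their values were seen, had log2 fold changes of 2.23, 2.38 and 1.69. Every ANG II library lay above every control for Myl4 and Myl7 (limma adjusted p = 0.0557 each), but not for Sln. Myl7 ranged from 0.205 FPKM in control 3 to 89.6 FPKM in ANG II 3. Of the whole set 5 genes were called higher and 1, Myh6, lower. The camera result thus does not exclude more atrial tissue in ANG II libraries. With fry 5 of the 7 sets passed, namely skeletal muscle (0.00101), circadian (0.00101), atrial (0.00315), erythroid (0.0111) and immediate early (0.0314), and with an estimated correlation 0 did. By the exact permutation test on set scores as deposited the same 5 sets passed (adjusted p = 0.04 each), and relative to all genes 0 of 7 did (lowest adjusted p = 0.05). The circadian, atrial, erythroid and skeletal muscle sets still had the smallest possible exact p there (0.0286). Their adjusted p could not fall below 0.05 unless more sets reached that value, so this count does not show that they stopped differing.

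The libraries also split in a way that the groups do not explain. At 15 tested genes, 9 of them protein-coding, control 3 and all 4 ANG II libraries lay above controls 1, 2 and 4 by more than 1 on the log2(FPKM + 1) scale. The same count was 7 genes with control 1 in that place and 0 with control 2 or control 4. These genes, singled out after their values were seen, included ribosomal RNA loci and genes of ribosomal RNA handling. Esf1 was at 1.53 to 2.71 FPKM in controls 1, 2 and 4, at 25.3 FPKM in control 3 and at 21.8 to 24.9 FPKM in ANG II. Of the 15 genes, 14 were among the 2981 calls. Controls 1, 2 and 4 form a side of the split with 1 group only. The other side holds 1 control library, so a comparison within that side sets the 4 ANG II libraries against control 3. Of the 2753 genes called without control 3, 2664, or 96.8%, had control 3 outside the ANG II range on the side of the call. For the other controls, each read at the genes called without it, the share was 93.8% for control 1, 94.5% for control 2 and 95.4% for control 4. In a limma fit with the split as a term, added after the data had been seen, 2593 genes were called, 2069 of them shared with the main comparison, and the share of higher calls was 90.8%. That fit called 4 hub genes, since Cdca3 (adjusted p = 0.0537) and Nuf2 (0.115) did not pass, 12 candidate genes, 13 marker genes and 9 sets. Of the main calls, 11 changed sign in it.

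**Figure D5:**
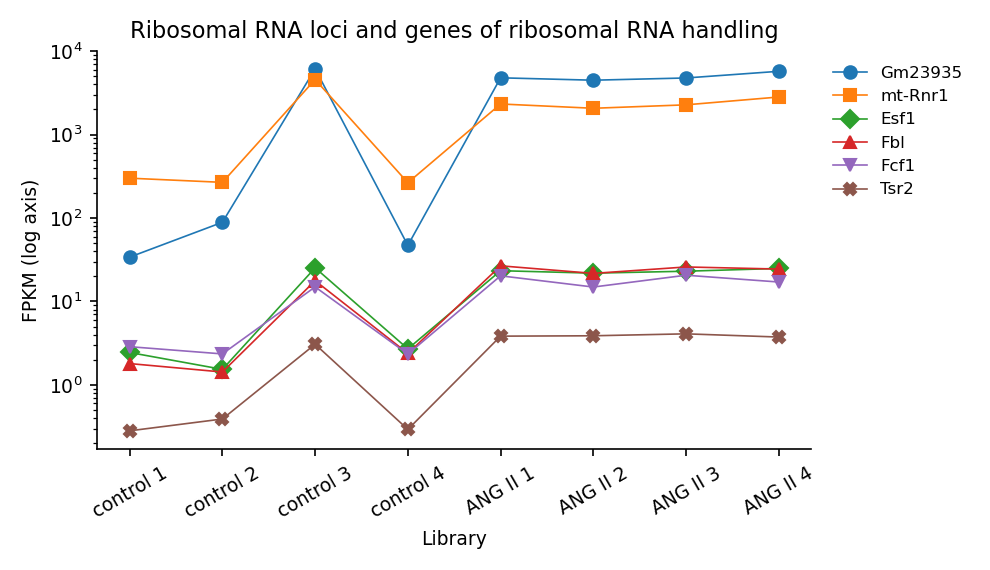
FPKM (log axis) of 6 genes of the split in each library, 1 line per gene. Control 3 lies with the 4 ANG II libraries and above controls 1, 2 and 4, for Esf1 at 25.3 against 1.53 to 2.71 FPKM.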

Values the study reported

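The study described 16 biological replicates in each of its 2 groups. It reported 1215 differentially expressed genes between ANG II and control, of which 1073 were upregulated and 142 downregulated. For single genes, it gave an area under the receiver operating characteristic curve of 1.000 for Birc5, Nuf2 and C1qtnf6, and of 0.996 for Ankrd1 and Fcgr3.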

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

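Both tests in this part were chosen only after the result they measure had been seen. Within each group of 4 libraries, a value was singled out when its gap to the nearest other library, divided by the range of the group, was above Dixon's 95% critical value for 4 values. This happened in 20 of 226 groups of values examined, for 14 genes, 3 set scores and library measures, where chance alone, at 1 in 20, gives 11.3.

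ANG II library 4 was the lowest of its group for 11 of the 15 candidate genes, and for 4 of them it lay apart by the measure above: Nuf2 (1.17 FPKM, others 3.10 to 3.31), Cep55 (1.17, others 2.73 to 2.91), Tacc3 (3.09, others 5.55 to 6.03) and Bub1b (4.03, others 6.97 to 7.73). It also lay apart for Tgfb1 (37.3 FPKM, others 39.7 to 39.8). These candidate genes take part in cell division, and the 43 called genes of the mitosis set changed less in this library, by a median factor of 0.517 of their mean change in the other ANG II libraries. Control RNA mixed into the library would lower all called genes alike. The median over all 2981 called genes was 0.936 (95% interval 0.926 to 0.947), far from the value for mitosis genes, which argues against admixture as the whole cause. A smaller rise of dividing cells in this animal stays open as an untested hypothesis.

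In ANG II library 3, Thbs4 (58.4 FPKM, others 110.4 to 122.5), Panx1 (3.42, others 5.89 to 6.41) and Mfap4 (82.5, others 131.5 to 135.3) were lowest, Cox7a1 was highest (356.3 FPKM, others 211.4 to 229.1), and mitochondrially encoded genes took 21.8% of the fragments (others 19.2 to 19.5%). All these values lay toward the control group. The median change over all called genes in this library, relative to the mean of the other ANG II libraries, was 0.991 (95% interval 0.98 to 1.004), against 0.682 for Thbs4, Mfap4, Panx1 and Cox7a1, which argues against control RNA mixed into the library. No biological explanation was tested, since the labels give no difference between animals of a group.

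The other values stood alone. In the control group they were C1qtnf6 in library 2 (9.43 FPKM, others 5.48 to 5.82), Cd80 in library 2 (1.13, others 1.99 to 2.13), the macrophage score (3.45, others 3.22 to 3.24) and the NF-κB score (2.62, others 2.26 to 2.29) in library 1, the fibroblast score in library 3 (4.66, others 4.90 to 4.95), and the mitochondrially encoded share in library 4 (26.9%, others 26.28 to 26.33%). In the ANG II group they were Cxcl10 (7.83 FPKM, others 4.29 to 4.74) and Mx1 (6.72, others 4.11 to 4.47) in library 1, Vwf in library 2 (45.4, others 34.05 to 34.9), and the number of genes at 1 FPKM or more in library 2 (13123, others 13269 to 13298). No explanation was tested for these, and over all groups chance gives about as many as are listed in this paragraph.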

How the results depend on the processing

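The comparisons and most alternatives were set before the data were examined; voom, the removal of GC content and length trends, the library split as a term, and the other set tests for the check sets were chosen after the data had been seen. Over all results and alternatives, 129 values that answer a comparison stayed within their spread or within 1.5 times and 30 moved, and of the values for single genes and sets 2048 kept direction and side of the threshold, 112 became weaker, 40 stronger and 23 reversed. For the share of higher calls, the spread used was the Wilson interval, which treats genes as independent.

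The number of genes changed between ANG II and control, 2981 as reported, was 6447 without a fold change threshold, 795 with an absolute log2 fold change above 1, and 6535 by groups that do not overlap (chance gives 2.86% of genes), as the construction of these thresholds implies. Over the 8 fits that each left out 1 library it ranged from 2722 (without ANG II 1) to 3078 (without control 1). The share of higher calls, 90.84%, moved to 67.54% with median-of-ratios scaling, 58.9% with quantile normalization, 78.66% without mitochondrially encoded genes and the 10 most abundant, and 72.84% with GC content and length trends removed, and ranged from 89.8 to 91.91% with 1 library left out. All 6 hub genes and 14 to 15 candidate genes were called with 1 library left out, and 14 to 17 marker genes. Under median-of-ratios scaling 9 marker genes were called and under quantile normalization 9 as well (15 as reported), since under both the log2 fold change of the 6 genes that lost their calls came below 0.5.

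Of the 16 sets, 9 passed in the main comparison, 0 with an estimated correlation and 15 with fry, and 9 to 11 with 1 library left out. Fry asks a different question from camera, as stated above, and no other cause was tested. Of the 7 check sets, 1 passed as reported, 0 with a mean of at least 1 FPKM, 2 under quantile normalization, 2 with the library split as a term, 0 with an estimated correlation and 5 with fry, and from 0 (without control 2, control 3, control 4 or ANG II 3) to 1 with 1 library left out; the cause was not tested. For the separation of samples, component 1 carried 57.57% of the variance as reported, 42.24% with unit variance per gene, 67.06% with a mean of at least 1 FPKM, 37.74% with a pseudocount of 0.1 and 51.61% with quantile normalization, and from 57.1 (without ANG II 1) to 59.84% (without ANG II 4) with 1 library left out; the groups lay apart on it in each of these.

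The reversed results had adjusted p-values above 0.05 both ways. With median-of-ratios scaling, quantile normalization, removal of mitochondrially encoded and top 10 genes, and removal of GC content and length trends, in this order, the log2 fold change was -0.1467, -0.1169, -0.06764 and -0.07883 for Ep300 and -0.1705, -0.1987, -0.0945 and -0.134 for Myh11; these scalings lower the median of all genes, and the main values of both genes were below that median. With 1 library left out it ranged from -0.02956 (without control 1) to 0.1636 for Myh11, which also fell below 0 without ANG II 4 (-0.01125). For sets, the direction reversed for endothelial genes with median-of-ratios scaling (adjusted p = 0.899, camera), for the interferon response with a mean of at least 1 FPKM (0.714), no variance trend (0.985) and voom (0.893), for immediate early genes (0.877) and circadian genes (0.889) with a mean of at least 1 FPKM, and for mesothelial genes with fry (0.785). With 1 library left out, the adjusted p-value ranged from 0.00158 (without control 4, higher in ANG II) to 0.977 for the interferon response, whose direction reversed without control 1, 2 or 3 or ANG II 1 or 3, and from 0.593 to 0.984 for immediate early genes, reversed without ANG II 4 (0.929). The cause was not tested.

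With the replicate number as a block, 2968 genes were called, 2920 of them shared, and the T cell set passed in camera (adjusted p = 0.0381, against 0.0762 as reported). The pairing check gave correlations of at most 0.094 between deviations of control and ANG II libraries, so the numbers pair nothing.

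Depth limits results for genes near 3 fragments, among them Il6 and Cd27 and most T cell and B cell genes.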

Other observations

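Tests of blood as a source of macrophage genes, of atrial tissue as a source of Nppa, and of other splits of the libraries were set before their results were seen. Removal of GC content and length trends was chosen after the data had been seen. The other tests in this part were chosen only after the result was seen.

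Here 4 libraries per group were analysed. The study had more per group. Called genes numbered 2981, with 2708 higher and 273 lower in ANG II. The study listed fewer in total and in each direction.

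Other splits of the 8 libraries into 4 and 4 were compared with the real one. For the number of called genes, the hub, candidate and marker genes called, and the absolute median log2 fold change, 1 of the 35 splits, the real one, gave a result as large. The highest count of another split was 2 called genes, and 2 of the 34 other splits gave any call, while 262 to 1858 genes had an unadjusted p under 0.05 in the other splits. In each other split the real difference adds to the residual spread, which lowers the calls. Few calls there were thus partly fixed in advance, and these counts do not show how many calls chance gives. For the 9 gene sets past the threshold, 14 of the 35 splits gave as many, and for the 1 check set 26 of the 35 splits did. The 16 splits that put 3 libraries of a group with 1 of the other gave 7 to 13 sets and still hold part of the real difference. The 18 splits with 2 libraries of each group on each side gave 1 to 6 sets, although they set neither group against the other. Of these 18 splits, 14 also gave at least as many check sets as the real one. A single set past the threshold in camera is thus not by itself evidence of a group difference, while the count of 9 was above that of all 18.

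Higher calls outnumbered lower ones. A smaller share of mitochondrially encoded and most abundant transcripts in ANG II would raise all other genes; without those genes 78.66% of calls were still higher (Wilson 95% interval 77.02 to 80.22%). With 1 scale factor per library by median of ratios it was 67.54% (65.67 to 69.36%), and with GC content and length trends removed 72.84% (71.02 to 74.59%). None of these removed the excess, so each is argued against as the whole cause, while each took part of it away. Quantile normalization left 58.9%. The intervals treat genes as independent and do not cover the spread between animals. A real excess of genes higher in ANG II stays open as a hypothesis.

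Macrophage and fibroblast genes rose. A lower share of cardiomyocyte RNA alone would raise the genes of every other cell type alike, but the fibroblast score rose by 0.896 more than the endothelial score on the log2 scale (exact two-sided permutation p = 0.0286, n = 4 and n = 4, the smallest possible) and the macrophage score by 1.21 more (exact p = 0.0286). In control, 20 of 22 macrophage, 20 of 20 fibroblast and 18 of 18 endothelial genes had a mean of at least 1 FPKM, and none of them is in another list. The most abundant macrophage genes were Lyz2 (133 FPKM in control, 276.5 FPKM in ANG II), C1qa (48.6 and 132) and C1qb (40.5 and 115.6). With haemoglobin as a covariate, the macrophage genes still had a median log2 fold change of 1.24, and 22 of 22 were higher, which argues against blood left in the tissue as the whole source. Fewer of them were called, 12 against 21 without the covariate. That model called 780 genes, 703 of them shared, with 2 hub genes and 4 candidate genes; haemoglobin differs between the groups, so the covariate also takes up part of the group difference. More of these cells, or more expression per cell, may underlie the rest.

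Haemoglobin transcripts were higher in ANG II, by 2.70 on the log2 scale (exact two-sided permutation p = 0.0286, n = 4 and n = 4). More of the same blood would leave the ratio of Alas2 to haemoglobin unchanged, but the log2 ratio rose by 0.377 (exact p = 0.0286), which argues against the same blood in larger amount as the only cause. Blood richer in young red cells was not tested.

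Nppa is also made in the atria. With the atrial genes Myl4, Myl7 and Sln as a covariate, its log2 fold change was 3.76 (SE 0.213), which argues against more atrial tissue in the ANG II samples as the whole cause. That model called 2198 genes, 1953 of them shared with the main comparison. Myl4, Myl7 and Sln were themselves higher on average in ANG II, so the covariate also takes up part of the group difference.

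Some ribosomal RNA loci and related genes were higher in ANG II and control 3 than in controls 1, 2 and 4. The locus mt-Rnr2 was lower in ANG II, at 3392 to 4973 FPKM against 5997 to 8732 FPKM in controls 1, 2 and 4. An effect of ANG II is argued against by control 3, which had saline and yet lay above the other controls by a median of 1.22 on the log2 scale at 11 protein-coding genes with rRNA in their description. A control 3 that is an ANG II library is argued against by the genes called without it: at 96.77% of them it lay outside the ANG II range on the control side. More ribosomal RNA carried through selection would not touch messenger RNA, but 6 of these 11 genes split against 3 of 14297 other protein-coding genes (Fisher's exact p = 3.26e-18), while mt-Rnr1 was 16.45 times and mt-Rnr2 1.26 times as high in control 3 as in the other controls. A candidate explanation is that reads matching sequences found by the word rRNA were removed from controls 1, 2 and 4 only: of 8 genes with ribosomal RNA spelled out in full, 0 split (Fisher's exact p = 0.0181 against the 6 of 11). This was found and tested on the same data, and it does not account for the lower mt-Rnr2 values in ANG II. Calls at the split genes cannot be read as effects of ANG II.

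Clock genes moved in opposite directions. An index of 11 genes of one phase minus 4 of the other was -0.63 ± 0.0900 in control and 0.504 ± 0.369 in ANG II (SD, n = 4 each), a difference of 1.14 on the log2 scale (exact two-sided permutation p = 0.0286). An effect of ANG II on the clock and a different time of day at collection cannot be told apart, since the times of collection were not stated.

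Vdac3-ps1, singled out after its values were seen, was at 2.84, 2.72 and 2.64 FPKM in control 1, ANG II 2 and ANG II 3 and at 34.3 to 42.3 FPKM in the other libraries. It shares 81.8% of its 50-base words with Vdac3, and the within-group SD of the fragments summed over both genes was 42.6% of that of Vdac3-ps1. Fragments may thus have been assigned to either gene in different libraries, as a variant or a multi-mapping rule could do; neither was tested.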
